A study of Mus musculus with 36 samples. Its data were reported in "Multi‐omic profiling reveals an RNA processing rheostat that predisposes to prostate cancer" (2023).

How the data were processed

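Small RNA sequencing was performed on ventral and lateral prostate lobes of mice with the wild-type Elac2 gene (WT), with a prostate deletion of Elac2 (KO) or with a threonine in place of an alanine in ELAC2 (A537T). ELAC2 is the ribonuclease that cuts the 3′ end of precursor transfer RNAs. Each line was studied with and without the TRAMP transgene, which drives SV40 T antigens in the prostate, at 10 and 30 weeks of age. This gave 12 groups of 3 libraries, 36 libraries in all.

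To make the tables, the authors joined the reads of each pair and trimmed adapters in BBMerge. Counts per miRNA came from mirDeep2, with GRCm38 as the genome and miRBase as the source of the miRNAs, and the counts of miRNAs with identical sequences were summed. The authors deposited 8 tables of normalised counts, each with 1963 miRNAs in the 6 libraries of 1 comparison. These deposited values are a signal in which the reads of each miRNA were divided by the size factor of the library, and they are not raw reads. The authors also deposited 8 tables of their own comparisons, which hold a shrunken log2 fold change of mutant over control from DESeq2 with apeglm. The deposited comparison tables also give an s-value, an error rate for the sign of the change that is read like a q-value rather than a p-value. The lists of merged names were not used, since they hold no measurement.

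The columns of the tables carry a library number and an index sequence but no name of a group or replicate. A column that occurs in both the KO and the A537T table of 1 background and age was taken as the shared control, and the others as the mutant line that the table is named for. The tables name the second mutant line only as mutant, and this was read as A537T. The group of every library therefore rests on the names of the tables, and nothing in the miRNA values checks it, since Elac2 messenger RNA was not measured in these files. Libraries are referred to by the number in the column name. Columns that matched no group numbered 0.

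Whole reads were recovered by dividing each column by the value of 1 read, and 100% of the values came out whole. The recovered reads of the shared control libraries were identical in both tables that hold them. Totals ran from 655455 to 21870210 reads per library. In library 35, the shallowest, low miRNAs were measured least precisely, as its size factor was 0.0798 and each read there was scaled up accordingly. Binomial intervals are 95% Wilson intervals and cover counting error only, because PCR reads without molecular identifiers are not independent molecules.

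The main test was limma with a variance trend on log2(normalised count + 1), for miRNAs with a mean normalised count of at least 10 over the 6 libraries of a comparison. Each test allowed for change in both directions, with Benjamini-Hochberg adjustment within each comparison and a threshold of 0.05. Fold changes are on this log2(value + 1) scale, which understates the change of low miRNAs. Tables that had been normalised separately were compared only through differences within each table, as an interaction contrast over 12 libraries. Correlations of fold changes between KO and A537T were set beside 1000 simulated draws in which neither line differed from the shared controls, with each simulated library made as a random combination of the observed deviations from the group means. Counts of shared miRNAs were simulated in 100 draws.

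Alternatives were a pseudocount of 10, no filter, a mean of at least 100, scaling of each library to its total, no variance trend, leaving out each library in turn, edgeR's quasi-likelihood test and DESeq2's Wald test on the recovered reads, and an edgeR fit of all 36 libraries. A threshold of 0.005 in place of 0.05 was tried on the authors' deposited s-values. These comparisons, alternatives and the rule for naming miRNAs were fixed before the data were examined. The rule named, in a comparison with calls, up to 3 rises and 3 falls with a mean of at least 100 and no overlap between groups. In a comparison with no call it named the 1 miRNA with the smallest unadjusted p. In an interaction it named the 1 with the smallest adjusted p if that passed. It added the 6 mature miRNAs that the study's text names, in the 30-week comparisons only.

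On simulated reads with 200 miRNAs changed 4-fold, of which 193 passed the filter in the simulation of KO vs WT at 10 weeks, limma recovered 94.8% of these over 546 miRNAs. The lowest share among the 8 comparisons was 72.8%, of 191 changed among 539 miRNAs, for KO-TRAMP vs WT-TRAMP at 30 weeks. For the 8 interactions the recovered share ran from 56.0% of 193 changed among 522 miRNAs for A537T with age to 79.9% of 194 changed among 509 miRNAs for A537T-TRAMP with age. So dense a set of large changes is easier to recover than a sparse or small one.

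Lists of miRNAs typical of skeletal muscle, red cells and platelets, white blood cells, epithelium, stroma and smooth muscle, liver, neuroendocrine cells and the miR-17~92 cluster were written before the tables were opened, although a few rows of the study's supplement, with miR-206-3p among them, had been seen by then. The lists were tested with fry in limma, adjusted over 64 tests, which was not among the tests fixed beforehand. Genes of miRNAs were located in GENCODE vM21 on GRCm38, the build the authors used. R 4.3.3, limma 3.58.1, edgeR 4.0.16, DESeq2 1.42.0 and scipy 1.17.1 were used.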

Results

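The miRNA pool of the ventral and lateral prostate was sequenced in WT, KO and A537T mice, with and without the TRAMP transgene, at 10 and 30 weeks, with 3 libraries in each of 12 groups. Library 35, from A537T mice of 10 weeks, held 655455 miRNA reads and 541 detected miRNAs. The other 35 libraries held 4544257 to 21870210 reads and 773 to 1055 detected miRNAs. The TRAMP libraries of 10 weeks were shallower, at 4544257 to 13014486 reads, than the TRAMP libraries of 30 weeks, at 9090165 to 17867885 reads. The 10 most abundant miRNAs took 64.4% to 73.9% of the reads of a library. Of the 1963 miRNAs listed, 389 had no read in any library.

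**Figure D1:**
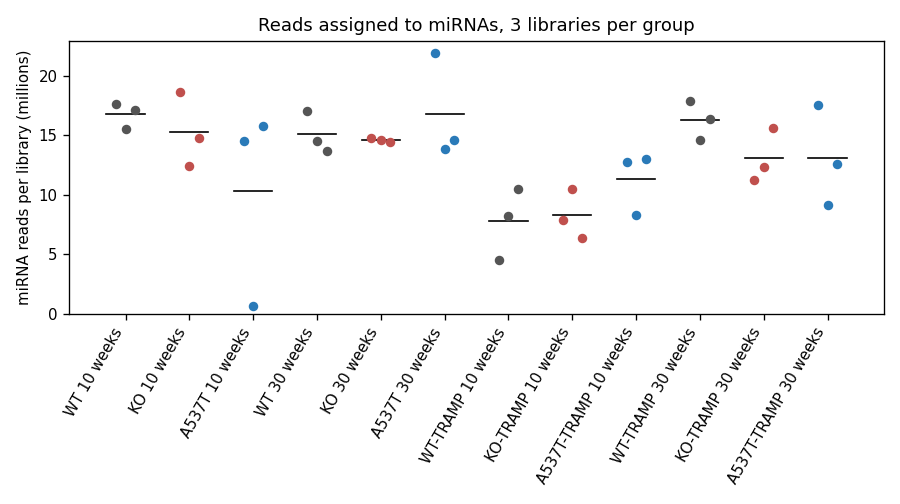
Reads assigned to miRNAs in each library (vertical axis, in units of 1e6 reads) for the 12 groups; each point is 1 library and each bar is the mean of 3. Library 35, in A537T at 10 weeks, lies at 655455 reads and the other 35 libraries lie at 4544257 reads or more.

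The first question was which miRNAs differ between each mutant line and its control at each age. With limma, 0 miRNAs passed an adjusted p of 0.05 in any of the 8 comparisons. At an unadjusted p under 0.05 there were 97 of 561 miRNAs for KO vs WT at 10 weeks, where 28.1 would be expected by chance, and 23 of 511 for A537T vs WT at 10 weeks, where 25.6 would be. At 30 weeks there were 74 of 533 for KO and 44 of 548 for A537T. On the TRAMP background there were 15 of 464 for KO-TRAMP and 16 of 478 for A537T-TRAMP at 10 weeks. At 30 weeks there were 104 of 553 for KO-TRAMP and 89 of 535 for A537T-TRAMP. The alternative that moved these counts most was leaving out library 16, 1 of the 3 KO-TRAMP libraries of 30 weeks, after which 176 miRNAs passed an adjusted p of 0.05 in that comparison.

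Single libraries decided the count in other comparisons as well. Without library 28, a WT library, 91 miRNAs passed an adjusted p of 0.05 for KO vs WT at 10 weeks, and without library 32, a KO library, 9 passed. For KO vs WT at 30 weeks, 70 passed without WT library 19 and 21 without KO library 23. For A537T vs WT at 30 weeks, 13 passed without A537T library 26. For A537T-TRAMP vs WT-TRAMP at 30 weeks, 33 passed without WT-TRAMP library 11. These libraries also differed from their groups in list shares. Reads of the stroma and smooth muscle list were 5.81% in library 16, against 34.1% and 24.4% in libraries 17 and 18. They were 29.9% in library 28, against 15.1% and 6.87% in libraries 29 and 30. In libraries 11, 19, 23 and 26 they were the lowest of the group. Library 32 had 6.49% skeletal muscle reads, against 0.772% and 0.734% in libraries 31 and 33. So genotype and tissue mix cannot be told apart in these counts.

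In the authors' deposited tables the number of miRNAs with an s-value under 0.05 was 63 for KO and 1 for A537T at 10 weeks, and 76 for KO and 19 for A537T at 30 weeks. On the TRAMP background the authors' deposited tables held 0 for KO-TRAMP and 3 for A537T-TRAMP at 10 weeks, and 112 for KO-TRAMP and 36 for A537T-TRAMP at 30 weeks. An s-value controls the error of the sign and not a false discovery rate of any difference, so these counts are not on the same scale as an adjusted p. DESeq2's Wald test on the recovered reads gave 30 miRNAs past an adjusted p of 0.05 for KO vs WT at 10 weeks, 52 for KO at 30 weeks and 48 for KO-TRAMP at 30 weeks, while edgeR's quasi-likelihood test on the same 6 libraries gave 0 in all 8 comparisons, with 9 to 113 at an unadjusted p under 0.05.

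With limma no miRNA passed the threshold in these comparisons, so the 1 with the smallest unadjusted limma p is given for each. For KO vs WT at 10 weeks it was miR-181a-2-3p, from Mir181a-2 on chromosome 2 at 38852735 to 38852810 (GRCm38, plus strand), which lies opposite an intron of Nr6a1. Its normalised count was 39.2 ± 10.1 (SD, n = 3) in KO and 681 ± 654 (SD, n = 3) in WT, and its log2 fold change of -3.60 ± 0.72 (SE) had a limma adjusted p of 0.213. Without WT library 28 the log2 fold change was -4.36, with a limma adjusted p of 0.0275, and the adjusted p ranged from 1.4e-06 to 0.581 over its alternatives. For A537T vs WT at 10 weeks it was miR-451a, from Mir451a on chromosome 11 at 78073170 to 78073241, which shares its position with Mir451b on the opposite strand. Its log2 fold change was 0.81 ± 0.24 (SE), with a limma adjusted p of 0.88.

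At 30 weeks miR-142a-5p had the smallest p in both lines. Its gene, Mir142, lies on chromosome 11 at 87756864 to 87756927, in an intron of the noncoding gene Mir142hg and opposite Mir142b, and how the counting used the strand is not stated. The normalised count was 3460 ± 221 (SD, n = 3) in KO and 1652 ± 28.6 (SD, n = 3) in WT. The log2 fold change was 1.06 ± 0.15 (SE) with a limma adjusted p of 0.119 for KO, and 1.12 ± 0.19 (SE) with 0.159 for A537T. All 3 mutant libraries of each line lay above all 3 WT libraries. Restricting the KO comparison to miRNAs with a mean of at least 100 brought its adjusted p to 0.0482, and over all its alternatives it ranged from 1.9e-09 to 0.857. The A537T comparison passed without A537T library 26, with a limma adjusted p of 0.0386, and its adjusted p ranged from 0.00279 to 0.986 over its alternatives.

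On the TRAMP background at 10 weeks the smallest p belonged to miR-495-3p (Mir495, chromosome 12, 109718754 to 109718816, in no other annotated gene) for KO-TRAMP, with a log2 fold change of -1.09 ± 0.31 (SE) and a limma adjusted p of 0.862. For A537T-TRAMP it was miR-122-5p (Mir122, chromosome 18, 65248861 to 65248926, in an exon of the noncoding gene AC157910.3), at 2.53 ± 0.65 (SE) and a limma adjusted p of 0.796. For this miR-122-5p comparison DESeq2's Wald test gave an adjusted p of 0.000168 and the adjusted p reached 0.966 over its alternatives, and the s-value in the authors' deposited table was 4.4e-06. Library 4 had 439 normalised counts of miR-122-5p, and the other 2 A537T-TRAMP libraries had 73.1 and 68.4, against 19.9 to 25.9 in WT-TRAMP. At 30 weeks it was miR-877-5p (Mir877, chromosome 17, 35960730 to 35960814, in an intron of Abcf1) for KO-TRAMP, at 87.2 ± 13.3 against 28.5 ± 1.02 normalised counts (SD, n = 3) and a log2 fold change of 1.57 ± 0.24 (SE), with a limma adjusted p of 0.148. For A537T-TRAMP it was miR-708-3p (Mir708, chromosome 7, 96249424 to 96249532, in an intron of Tenm4), at 89.4 ± 8.54 against 324 ± 87.3 normalised counts (SD, n = 3) and a log2 fold change of -1.82 ± 0.23 (SE), with a limma adjusted p of 0.0629. Without KO-TRAMP library 16 miR-877-5p had a limma adjusted p of 0.00883, in a range of 0.000163 to 0.587 over its alternatives. Without WT-TRAMP library 11 miR-708-3p had a limma adjusted p of 0.00303, in a range of 1.3e-07 to 0.428.

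The study's text names 6 miRNAs, which were compared at 30 weeks. None passed a limma adjusted p of 0.05 over all miRNAs tested in any of the 4 comparisons. The study chose them on these libraries, so the counts adjusted over the list alone are not independent evidence. Adjusted over the list alone, 0 passed for KO, 1 for A537T (miR-122-5p, 0.0441), 2 for KO-TRAMP (miR-676-5p, 0.00651, and miR-669c-5p, 0.00819) and 3 for A537T-TRAMP (miR-338-3p, 0.0267, miR-122-5p, 0.0276, and miR-676-5p, 0.0494). In A537T-TRAMP miR-338-3p was higher, by 0.91 ± 0.22 (SE) on the log2 scale with 3 of 3 libraries above all WT-TRAMP libraries. There miR-122-5p was lower, at 23.4 ± 11.2 against 106 ± 59.8 normalised counts (SD, n = 3), and miR-676-5p was lower, with a log2 fold change of -0.40 ± 0.14 (SE). For both, 3 of 3 libraries lay below all WT-TRAMP libraries. Over all miRNAs tested the limma adjusted p was 0.172 for miR-338-3p, 0.246 for miR-122-5p and 0.282 for miR-676-5p. Over their alternatives it ran from 0.047 to 0.702 for miR-338-3p, from 0.0199 to 0.685 for miR-122-5p and from 0.239 to 0.685 for miR-676-5p, and the first 2 passed 0.05 in DESeq2's Wald test alone.

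miR-10a-5p (Mir10a, chromosome 11, 96317165 to 96317274, in no other annotated gene) was higher than in all 3 WT libraries in 3 of 3 KO and 2 of 3 A537T libraries, with log2 fold changes of 1.26 ± 0.45 (SE) in KO and 1.29 ± 0.45 (SE) in A537T and limma adjusted p-values of 0.344 and 0.494. A single library of each line stayed near WT, library 23 in KO and library 26 in A537T. Each had the lowest stroma and smooth muscle share of its group, 12.6% and 16.5%. Without KO library 23 the change was 1.80 with a limma adjusted p of 0.00808, and without A537T library 26 it was 1.84 with a limma adjusted p of 0.0104. Over their alternatives the adjusted p reached 0.857 and 0.986. On the TRAMP background its change was -0.68 ± 0.29 (SE) in KO-TRAMP and 0.10 ± 0.40 (SE) in A537T-TRAMP. miR-122-5p was lower in A537T, at 17.8 to 38.8 normalised counts against 67.9 to 296 in WT, a log2 fold change of -2.16 ± 0.58 (SE) with a limma adjusted p of 0.494. Its adjusted p was 0.00762 in DESeq2's Wald test and 0.0498 in the edgeR fit of all 36 libraries, and reached 0.986 over its alternatives. miR-383-5p (Mir383, chromosome 8, 38252133 to 38252202, in an intron of Sgcz) fell by 2.28 ± 0.91 on the log2 scale (SE) in KO, and miR-338-3p (Mir338, chromosome 11, 120014765 to 120014862, in an intron of Aatk and opposite Mir3065) fell by 1.76 ± 0.86 (SE). Both rested on the composition of the WT group, since WT library 19 held 7.81 normalised counts of miR-383-5p and the other 2 held 82.9 and 65.7. Without library 19 the limma log2 fold change of miR-383-5p was -3.31 and that of miR-338-3p was -2.83, with limma adjusted p-values of 0.00979 and 0.00517. The adjusted p passed 0.05 in 2 of 13 alternatives for miR-383-5p and in 3 of 14 for miR-338-3p, so not without library 19 alone. It reached 0.857 and 0.87 over these alternatives. In KO-TRAMP the change of miR-383-5p was 2.15 ± 1.42 (SE), and libraries 16, 17 and 18 held 1.25, 93.9 and 47.4 normalised counts. Without library 16 the change was 3.78, with a limma adjusted p of 0.0102, in a range of up to 0.83 over its alternatives.

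miR-669c-5p (Mir669c, chromosome 2, 10509296 to 10509404, in an intron of Sfmbt2) and miR-676-5p (Mir676, chromosome X, 100381097 to 100381185, in an intron of Eda) were lower in KO-TRAMP in all 3 libraries. miR-669c-5p measured 81.4 ± 10.3 against 172 ± 25.4 normalised counts (SD, n = 3), a log2 fold change of -1.07 ± 0.22 (SE), and miR-676-5p measured 273 ± 59.1 against 650 ± 87.5 (SD, n = 3), a log2 fold change of -1.26 ± 0.22 (SE). The limma adjusted p was 0.148 for both. Without library 16 it was 0.025 for miR-669c-5p and 0.00862 for miR-676-5p. Over their alternatives the adjusted p ran from 0.00274 to 0.587 for miR-669c-5p and from 0.000534 to 0.587 for miR-676-5p. The lowest value of each came from a setting that kept all 6 libraries. The s-values in the authors' deposited table were 0.000326 and 3.1e-05. miR-669c belongs to a family of near-identical miRNAs, so the assignment of its reads is uncertain. In KO and A537T without TRAMP both miRNAs changed by at most 0.098 on the log2 scale, which is within the error, and 3 of these 4 changes turned negative with total scaling.

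**Figure D2:**
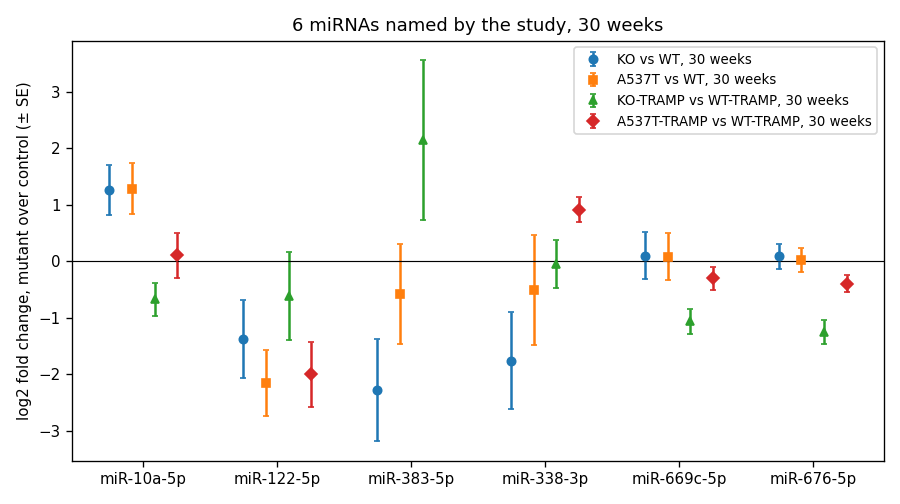
Log2 fold change of mutant over control at 30 weeks for the 6 miRNAs that the study names, 1 marker per comparison of 3 against 3 libraries, with bars of ± 1 SE; miR-383-5p was not tested in A537T-TRAMP because its mean was under 10. miR-10a-5p lies near 1.26 in KO and 1.29 in A537T, and at -0.68 in KO-TRAMP.

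The second question was whether the effect of a mutation changed with age or with the TRAMP background. Of 8 interactions, 6 had 0 miRNAs past a limma adjusted p of 0.05, with 27 to 113 at an unadjusted p under 0.05. In simulation the same test recovered 56.0% of 193 changed miRNAs among 522 for A537T with age, the lowest share among the 8 interactions, so a 4-fold change could go uncalled. In the other 2, 1 miRNA passed. miR-708-3p differed between ages in the A537T-TRAMP effect by -2.55 ± 0.37 (SE) on the log2 scale, with a limma adjusted p of 0.00934. miR-142a-3p differed between backgrounds in the A537T effect at 30 weeks by -1.19 ± 0.19 (SE), with a limma adjusted p of 0.026. Leaving out 1 library moved several of these counts. Without library 19 the count rose to 62 for the KO age interaction, without library 16 to 89 for the KO-TRAMP age interaction and to 85 for the KO background interaction at 30 weeks.

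**Figure D3:**
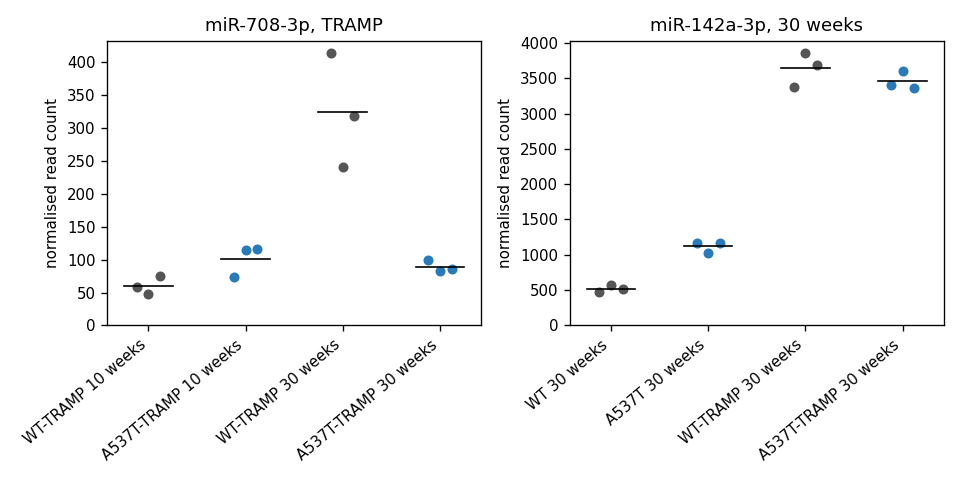
Normalised read count of miR-708-3p in TRAMP libraries of 10 and 30 weeks (left) and of miR-142a-3p at 30 weeks without and with TRAMP (right); each point is 1 library and each bar is the mean of 3. The 3 A537T-TRAMP libraries of 30 weeks lie at 82.8 to 99.1 for miR-708-3p, below the 3 WT-TRAMP libraries at 241 to 415.

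The third question was whether the mutant lines changed the same miRNAs. The correlation across miRNAs of the KO and A537T log2 fold changes was 0.61 at 10 weeks (511 miRNAs) and 0.75 at 30 weeks (529 miRNAs). Both lines share their controls, and simulated lines that did not differ from those controls gave median correlations of 0.56 and 0.55, with 462 and 339 of 1000 draws as large as observed. On the TRAMP background the correlation was 0.49 at 10 weeks and 0.21 at 30 weeks, with simulated medians of 0.54 and 0.62. The central 95% of the simulated correlations ran from -0.586 to 0.953 and from -0.70 to 0.965 without TRAMP, and from -0.537 to 0.954 and from -0.774 to 0.977 with it, at 10 and 30 weeks. So wide a range leaves almost any correlation inside it, and the comparison says little on whether the lines changed the same miRNAs. miRNAs are also not independent replicates. At an unadjusted p under 0.05 in both lines and in the same direction there were 13 miRNAs at 10 weeks, 16 at 30 weeks, 4 on TRAMP at 10 weeks and 24 on TRAMP at 30 weeks, and 14, 4, 20 and 10 of 100 simulated draws gave as many. The 13 at 10 weeks included the listed skeletal muscle miRNAs miR-133a-3p, miR-133b-3p and miR-206-3p, and also miR-181a-2-3p, all lower in both lines. Among the rest, miR-451a, miR-467a-3p and miR-490-3p were higher in both. The shared WT libraries of 10 weeks held 9.71% to 30.6% of skeletal muscle reads. Shared falls at that age may therefore come from these controls.

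miRNAs of skeletal muscle took 9.71% to 30.6% of the reads in the 3 WT libraries of 10 weeks, and their 95% Wilson intervals did not overlap. The share was 3.72% to 13.7% in A537T and 0.734% to 6.49% in KO at 10 weeks. In the 27 libraries of the other 9 groups it was at most 3.09%.

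**Figure D4:**
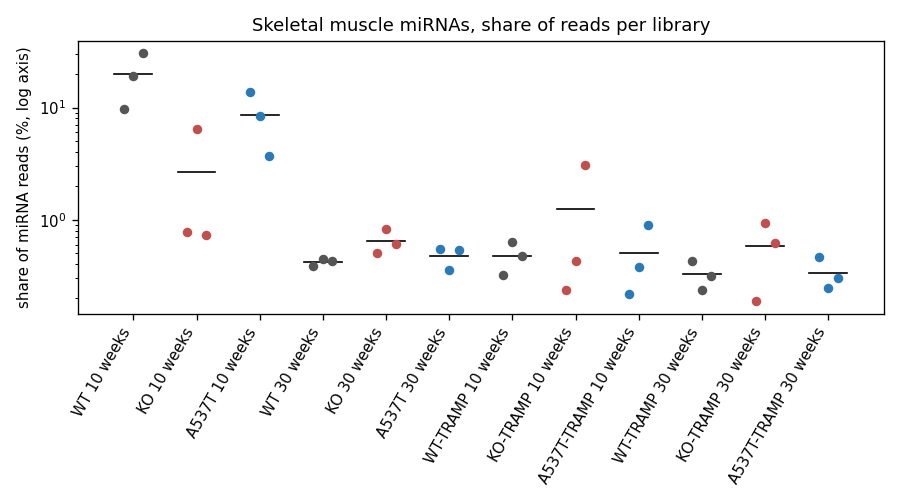
Share of miRNA reads that belong to the listed skeletal muscle miRNAs, in percent on a log axis; each point is 1 library and each bar is the mean of 3. The 3 WT libraries of 10 weeks lie at 9.71% to 30.6% and the WT libraries of 30 weeks at 0.388% to 0.448%.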

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

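Scaling to the total and leaving out 1 library were alternatives fixed beforehand, but their use and limits as tests of an explanation, and the test of the other arm of miR-142a, were chosen only after their results were seen, while the other tests in this part were set down before.

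miR-708-3p differed between ages in the A537T-TRAMP effect by -2.55 on the log2 scale. At 10 weeks its normalised count was 73.4 to 116 in A537T-TRAMP and 48.6 to 74.5 in WT-TRAMP, and at 30 weeks 82.8 to 99.1 against 241 to 415. Library depth, which was lower at 10 weeks, did not account for it, as the difference was -2.548 with an adjusted p of 0.0206 in limma after thinning all 12 libraries to 4544257 reads. Scaling each library to its total gave -2.25, with an adjusted p of 0.049. No single library carried it, as the difference ran from -2.77 to -2.354 over the 12 fits that each left out 1 library. The largest adjusted p among these fits was 0.0434, without WT-TRAMP library 12, and over all its alternatives the adjusted p ranged from 0.00412 to 0.049. The other arm of the same precursor, miR-708-5p, differed by -1.346 ± 0.45 (SE), with a limma adjusted p of 0.288. That is consistent with a change in the level of the precursor. Chance stays open. Of 100 splits of the libraries, counting the real one, 14 gave at least 1 miRNA past an adjusted p of 0.05. However, 3 of the 100, again counting the real one, gave as many at an unadjusted p under 0.05. Age and the sequence of the line are the biological differences that the design names, and they were not tested further.

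miR-142a-3p differed between backgrounds in the A537T effect at 30 weeks by -1.19 on the log2 scale. Its normalised count was 1032 to 1170 in A537T and 468 to 577 in WT, and 3356 to 3602 in A537T-TRAMP against 3381 to 3862 in WT-TRAMP. Of 100 splits, counting the real one, 2 gave at least 1 miRNA past an adjusted p of 0.05, and 41 gave as many at an unadjusted p under 0.05. The authors' scaling cannot be told apart as a cause, since scaling to the total left a difference of -1.008 but an adjusted p of 0.759 in limma. No single library carried the difference, which ran from -1.27 to -1.117 over the 12 fits that each left out 1 library and so moved by less than its SE of 0.19. Its adjusted p was less stable. It passed 0.05 in 4 of these fits and was largest, at 0.159, without WT-TRAMP library 12. Over all its alternatives the adjusted p ranged from 0.00864 to 0.759. The other arm of the same precursor, miR-142a-5p, differed by -1.124 ± 0.24 (SE), with a limma adjusted p of 0.151, which is consistent with a change in the level of the precursor. A different share of white blood cells is another candidate explanation. The white-cell list has 6 members, and the 4 that are not arms of miR-142a all differed in the same direction, with a median of -0.6771, though none passed an adjusted p of 0.05 alone. These explanations do not exclude each other.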

How the results depend on the processing

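The 8 comparisons with 0 miRNAs past an adjusted p of 0.05 in limma also had 0 with a pseudocount of 10, with total scaling, with no variance trend and with edgeR's quasi-likelihood test. At an unadjusted p under 0.05 these settings gave 15 to 101, 16 to 104, 18 to 91 and 9 to 113 miRNAs per comparison. Total scaling shifted the median log2 fold change of all miRNAs by -0.43 to 0.39 over the 16 contrasts. Raising the filter to a mean of 100 gave 1 miRNA for KO vs WT at 30 weeks, where fewer miRNAs were tested, and no filter gave 1 for A537T-TRAMP at 30 weeks. DESeq2's Wald test gave 30 for KO and 0 for A537T at 10 weeks (29 at an unadjusted p under 0.05), 52 for KO and 5 for A537T at 30 weeks, 2 for A537T-TRAMP at 10 weeks, and 48 for KO-TRAMP and 27 for A537T-TRAMP at 30 weeks. The edgeR fit of all 36 libraries gave 23 for KO at 10 weeks, 52 for KO and 12 for A537T at 30 weeks, and 48 for KO-TRAMP and 1 for A537T-TRAMP at 30 weeks. The cause of these differences between tools was not tested.

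Across the 6 fits that each left out 1 library the count ran from 0 to 91 for KO at 10 weeks, 0 to 70 for KO and 0 to 13 for A537T at 30 weeks, 0 to 176 for KO-TRAMP and 0 to 33 for A537T-TRAMP at 30 weeks. It stayed at 0 for A537T, KO-TRAMP and A537T-TRAMP at 10 weeks, with 3 to 85 at an unadjusted p under 0.05. Leaving out the library farthest from its group lowers the spread by construction, so a rise by itself does not show that the rest hold true differences. Across the 12 fits for each interaction it ran from 0 to 62 for KO with age, 0 to 89 for KO-TRAMP with age, 0 to 7 for A537T with age, 1 to 19 for A537T-TRAMP with age, 0 to 1 for KO with background at 10 weeks, 0 to 85 at 30 weeks, and 0 to 11 for A537T with background at 30 weeks. The KO background interaction at 30 weeks gave 1 with total scaling and 1 with no variance trend. The A537T background interaction at 30 weeks gave 0 with no filter, 0 with total scaling and 0 with no variance trend, with 78, 22 and 31 at an unadjusted p under 0.05, and the cause was not tested. The correlation between KO-TRAMP and A537T-TRAMP at 30 weeks ran from -0.0477 to 0.466 over the 9 fits that left out 1 library, and it was lowest without library 16. Over 9 such fits at 10 weeks it ran from 0.313 to 0.607. The correlation between KO and A537T ran from 0.319 to 0.777 at 10 weeks and from 0.609 to 0.894 at 30 weeks.

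At a threshold of 0.005 the authors' deposited s-values gave 20 for KO and 0 for A537T at 10 weeks, and 21 for KO and 8 for A537T at 30 weeks. On the TRAMP background they gave 0 for KO-TRAMP and 3 for A537T-TRAMP at 10 weeks. At 30 weeks they gave 38 for KO-TRAMP and 9 for A537T-TRAMP.

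Small changes reversed under some settings. Total scaling gave -0.13 for miR-669c-5p and -0.15 for miR-676-5p in KO, -0.0602 for miR-676-5p in A537T and 0.11 for miR-338-3p in KO-TRAMP. For miR-676-5p in A537T, edgeR gave -0.0014, DESeq2 -0.019 and the 36-library fit -0.031. For miR-338-3p in KO-TRAMP they gave 0.039, 0.053 and 0.024. Over the fits that left out 1 library, at 30 weeks, the log2 fold change ran from -0.14 to 0.52 for miR-669c-5p and -0.0785 to 0.169 for miR-676-5p in KO, from -0.20 to 0.52 for miR-669c-5p, -0.084 to 0.104 for miR-676-5p, -1.59 to 0.0105 for miR-383-5p and -1.57 to 0.20 for miR-338-3p in A537T, from -1.23 to 0.0338 for miR-122-5p and -0.41 to 0.34 for miR-338-3p in KO-TRAMP, and from -0.18 to 0.49 for miR-10a-5p in A537T-TRAMP. Of the other values of named miRNAs under settings that kept all libraries, 25 came past the threshold, 3 fell short of it and 214 stayed on their side, and in the fits that left out 1 library 13, 8 and 171 did so. None of these reversed results was past an adjusted p of 0.05 in the main setting.

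No paired analysis was possible because the columns carry no replicate numbers. The planned fit with the replicate number as a factor was therefore not run. The low depth of library 35 limits the A537T comparison at 10 weeks.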

Other observations

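The tests of the positive control and of other splits were set down before their results were known. The other tests in this part were chosen after the patterns were seen.

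With 3 libraries against 3, edgeR's quasi-likelihood test could give calls. It gave 157 miRNAs past an adjusted p of 0.05 between the 3 WT-TRAMP and the 3 WT libraries of 30 weeks. At 10 weeks it gave 129. The numbering of the libraries follows the background, so a batch could underlie part of both counts. At 10 weeks skeletal muscle miRNAs also took 9.71% to 30.6% of reads in WT but 0.320% to 0.627% in WT-TRAMP. This contrast does not show the power for a difference between a mutant line and its control, which may be smaller. Too few libraries therefore stays open as a cause of the absence of calls in limma and in edgeR's quasi-likelihood test. Of the 10 splits of the 6 libraries, the number with at least as many miRNAs at an unadjusted p under 0.05 counting the real one, was 1 for KO and 3 for A537T at 10 weeks, 2 for KO and 4 for A537T at 30 weeks, 7 for KO-TRAMP and 7 for A537T-TRAMP at 10 weeks, and 2 for KO-TRAMP and 1 for A537T-TRAMP at 30 weeks. With 10 splits the share cannot go below 0.1. For the interactions 100 splits were used, counting the real one. At least as many miRNAs at an unadjusted p under 0.05 came from 15 for KO with age, 13 for KO-TRAMP with age, 19 for A537T with age, 13 and 5 for KO with background at 10 and 30 weeks, and 28 for A537T with background at 10 weeks.

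The listed white-cell miRNAs were higher at 30 weeks in KO, with a median log2 fold change of 0.97 and 6 of 6 higher, and in A537T, with 1.02 and 6 of 6 higher. Both had a fry adjusted p of 0.0231 over 64 tests in limma, and both use the same 3 WT libraries, so they are not independent. All 6 are measured in WT prostate too, and none is in another list. The share of reads of the list in A537T library 26 was 1.09%, against 0.241% and 0.377% in the other 2. The list did not rise alike elsewhere. Its median was 0.31 in KO, with 4 of 6 higher, and -0.04 in A537T, with 2 of 6 higher, at 10 weeks. On the TRAMP background it was -0.14 in KO-TRAMP, with 1 of 6 higher, and -0.31 in A537T-TRAMP, with 0 of 6 higher, at 10 weeks, and 0.01 and -0.04, with 3 of 6 higher each, at 30 weeks. None of these 6 had a fry adjusted p under 0.05. In KO and A537T at 30 weeks 1 of 10 splits, the real one, gave a median as far from 0. The authors' scaling alone does not account for it, since total scaling left medians of 0.7359 and 0.9454. Blood left in the tissue cannot be told apart. The summed red-cell and platelet list rose by 0.6363 ± 0.69 (SE) in KO and 0.7656 ± 0.68 (SE) in A537T, while its member miR-451a changed by -0.55 ± 0.27 (SE) and 0.11 ± 0.26 (SE). The median log2 fold change of the red-cell and platelet list was -0.095 in KO, with 2 of 4 higher, and 0.60 in A537T, with 4 of 4 higher. A lower share of epithelial cells cannot be told apart either. The white-cell list rose more than the stroma list by 0.5613 ± 0.27 (SE) in KO and 0.553 ± 0.32 (SE) in A537T, or 2.07 and 1.71 times the SE. The limit was first set at 2 times the SE, by which the KO value would count against this explanation. It was replaced after the values were seen by the t quantile for 3 against 3 libraries, 2.78, which neither value passes. The epithelium list did not decide it, since 3 of 6 members were higher in each line, with median log2 fold changes of 0.01 in KO and -0.02 in A537T. Its share of reads was 7.43% ± 1.44 (SD, n = 3) in KO and 7.43% ± 2.08 (SD, n = 3) in A537T against 8.79% ± 1.07 (SD, n = 3) in WT, and A537T library 26, with the most white-cell reads, had 9.72%. By histology, the paper describes visible inflammatory infiltration in the ventral and lateral lobes of KO and A537T mice at the later age. It found these lobes otherwise similar to WT. That observation goes with more white cells in these prostates. The miRNA values alone do not separate this hypothesis from the other explanations, so it stays open here.

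Skeletal muscle miRNAs were lower at 10 weeks in both lines than in WT, with list medians of -3.89 in KO and -1.40 in A537T. Muscle carried over into dissections of 10 weeks may explain this. High shares were not confined to WT. They were 9.71% to 30.6% in WT, 3.72% to 13.7% in A537T and 6.49% in KO library 32, against at most 3.09% in the other groups. The highest WT share was 3.152 times the lowest, but dissection and genotype cannot be told apart with 3 libraries each. miR-181a-2-3p, which had the smallest p for KO at 10 weeks, ranked with the muscle share in the WT libraries of 10 weeks. It ran from 165 normalised counts at a share of 9.71% to 1416 at 30.6%. The smallest fry adjusted p of each other list over the 8 comparisons was 0.0767 for red cells and platelets, 0.134 for liver, 0.184 for the miR-17~92 cluster, 0.256 for skeletal muscle, 0.302 for stroma and smooth muscle, 0.565 for neuroendocrine cells and 0.88 for epithelium. The liver list holds miR-122-5p, which the study also names.

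In 3 of the authors' deposited tables, those of A537T, KO-TRAMP and A537T-TRAMP at 10 weeks, the median absolute log2 fold change was 1.4e-06, 2e-06 and 2.3e-06, and the median standard error was 0.00144 in each. A candidate explanation is that the reads in these comparisons differ by no more than the spread between libraries, so that shrinkage takes most values to near 0. In limma 23, 15 and 16 miRNAs had an unadjusted p under 0.05, where 25.6, 23.2 and 23.9 would be expected by chance. No biological explanation was tested.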
